A study of Rattus norvegicus with 6 samples. Its data were reported in "A comparison of RNA-seq and exon arrays for whole genome transcription profiling of the L5 spinal nerve transection model of neuropathic pain in the rat" (2014).

How the data were processed

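RNA was taken from the L5 dorsal root ganglia of Wistar rats, either naive or 7 days after transection of the L5 spinal nerve (SNT). Each of the 6 samples was a pool of ganglia from 4 animals, with 3 pools per condition and 12 animals per group. The polyadenylated RNA was labelled with biotin and hybridised to Affymetrix Rat Exon arrays, 1 array per pool. No scan dates or batches were named in the labels, so none could be tested. Groups were read from the sample labels, and the series description counts each pool as a separate biological sample.

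The deposited values were log2 expression values of 226599 probe sets, each of which covers about 1 exon. The authors made these log2 values in R with the oligo package, using robust multi-array averaging (RMA): background correction, quantile normalisation between arrays and median polish of the probes in each probe set. The submitters' processing notes name oligo and RMA, and the versions are not given in the sources used here. The values ran from 1.84 to 14.35 with no missing entries, and 0 columns of per-sample values lay outside the mapped samples. Quantile normalisation removes differences in the distribution of intensities between arrays, so a change is measured relative to the array as a whole. No raw scanner files and no detection calls were used here, and a dim probe set therefore had a value even where its transcript may have been near background. The number of arrays limits the precision, because every comparison rests on 3 pools against 3.

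Probe sets were named through a platform annotation: 164162 had exactly 1 gene symbol, 2388 had several and 60049 had none. Symbols were updated through the GRCr8 gene table, which changed the symbol of 25622 probe sets, and 13365 of the 13411 symbols matched a current symbol or 1 synonym. A gene known here by its current symbol may therefore stand in the annotation under an older one, as with Sprr1a (Sprr1al) and RT1-Da (H2-Ea). No gene was named from a probe set with several symbols. Genomic positions of the probe sets were not used here. The values of all probe sets with 1 symbol were combined into 1 value per gene and array by Tukey median polish (at most 20 iterations), which gave 13378 genes with a median of 10 probe sets each. In 600 genes a single probe set was used as it stood.

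SNT was compared with naive by lmFit and eBayes in limma 3.58.1 under R 4.3.3, with the group as the only term. P-values were adjusted by Benjamini-Hochberg and a false discovery rate of 0.1 was applied, the threshold of the study's methods. Standard errors (SE) are moderated limma errors, and all tests were two-sided. In total 31 gene lists with at least 5 measured members were compared with all other genes by limma's camera with a preset correlation between genes of 0.01, adjusted over the lists, with a threshold of 0.05. Camera was repeated with the correlation estimated from the data, and fry asked whether the genes of a list moved, on balance, in 1 direction. The lists held 645 genes, of which 533 were measured, and 61 of these stood in more than 1 list. Genes whose probe sets changed unequally were sought with the diffSplice F test on 10741 genes with 3 or more probe sets above a background level of 5.11, the percentile 25 of all probe set means, since no control probe sets were marked in the table.

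The tests, the gene lists, the alternatives and the rule for naming genes were fixed before the data were examined. The rule took the 12 largest rises and the 12 largest falls among changed genes with 2 or more probe sets and no overlap between the groups. It also took the 4 changed members of each list with the largest change (2 members if fewer than 2 had passed), and the 10 genes of above-median level with the smallest F test p. Of these genes Btc, C4b, Cd8b, Ctsc, Ctsk, Irf1, Mx2, Rpl13 and Rps18 were not described singly, and all but C4b lost the call in at least 1 fit with 1 array left out. Other genes named as exceptions within a list were picked after their values were seen. A pair of alternatives was added after the data had been seen: gene lists after centring each array on its median, and counts of list members without SNT replicate 1.

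Alternatives covered the false discovery rate, the variance model, array weights, the ordinary t statistic without shrinkage, cyclic loess (3 iterations) and median centring, the summary and filtering of probe sets, a replicate block and leaving out each array. In simulated data with 200 changed genes among 13378, the gene test recovered 29.9% at a log2 change of 0.5, 76.1% at 1 and 100% at 2, and 9.27% of its calls were genes without a planted change. The probe set test recovered 91.6% of those planted at a log2 change of 2. In simulated data for the test of unequal probe sets, 89% of 100 planted genes were found, along with 89 calls among genes without a planted difference. A planted gene list, drawn from genes given a rise, reached a camera adjusted p of 8.35e-58, and the lower of 2 unplanted lists reached 0.154. The noise of each gene was simulated independently and with the same spread in both groups. In the data the estimated correlation reached 0.89 in the Macrophage list and 0.95 in the list reported down. The simulation therefore cannot show how camera at the preset correlation behaves with lists of correlated genes. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.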

Results

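Gene expression was measured in the L5 dorsal root ganglion of the rat, which holds the cell bodies of sensory neurones together with satellite glia, Schwann cells, vessels and immune cells. Ganglia of naive animals were compared with ganglia collected 7 days after transection of the L5 spinal nerve (SNT), a model of neuropathic pain that cuts the axons of these neurones. The data were log2 values of 226599 probe sets on 6 exon arrays, 3 naive and 3 SNT, and each array held a pool of 4 animals.

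Naive arrays resembled each other more closely than SNT arrays did. Over all probe sets, Pearson's r lay between 0.984 and 0.986 among the naive arrays and between 0.958 and 0.969 among the SNT arrays. No array duplicated another. The array SNT 1 stood nearer to the naive arrays (r from 0.955 to 0.960) than SNT 2 and SNT 3 did (r from 0.938 to 0.948). On the first principal component, which held 53.3% of the variance, the naive arrays lay between -158 and -125, SNT 1 at 76.4, and SNT 2 and SNT 3 at 189 and 169. The median SD of a gene between replicates was 0.09 log2 units in naive and 0.18 in SNT ganglia, and 78.0% of genes had the larger SD in SNT. Median log2 levels were 6.98, 6.93 and 6.96 on the naive arrays and 6.77, 6.88 and 6.88 on the SNT arrays.

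Of the 12 largest rises, Reg3b, Csrp3, Atf3 and Sprr1a belonged to the list of injury and regeneration genes, and of the 12 largest falls, Chrna3, Htr3a and Scn11a belonged to the list of nociceptor markers. Crisp1, a cysteine-rich secretory protein, rose 39.5-fold (log2 fold change 5.30 ± 0.43 SE, n = 3 arrays per group, limma adjusted p = 0.00134). Atf3, a transcription factor induced by axonal injury, rose 13.3-fold (3.73 ± 0.11, adjusted p = 3.3e-05). Chrna3, a nicotinic acetylcholine receptor subunit, fell by 3.80 ± 0.94 on the log2 scale, which was 13.9-fold lower (adjusted p = 0.0222). The serotonin-gated channel subunit Htr3a was 11.8-fold lower (-3.56 ± 0.72, adjusted p = 0.0107). The call of Chrna3 was lost when any 1 array other than SNT 1 was left out (adjusted p up to 0.127).

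The other large rises were Cxcl14 (chemokine, 4.52 ± 0.44), Reg3b (secreted lectin, 4.43 ± 0.15), Csrp3 (muscle LIM protein, 4.23 ± 0.17), Gpnmb (glycoprotein of macrophages, 3.82 ± 0.31), Serpina3n (protease inhibitor, 3.81 ± 0.24), Gal (galanin, 3.60 ± 0.18), Sprr1a (3.55 ± 0.30), Hamp (hepcidin, 3.53 ± 0.32), Gzmb (granzyme, 3.29 ± 0.10) and Cd68 (lysosomal protein of macrophages, 3.11 ± 0.33). Their adjusted p lay between 3.3e-05 and 0.00197. With the most variable probe set in place of the median polish, Serpina3n was at 5.98, Sprr1a at 7.42 and Gzmb at 5.33. The other large falls were Dpp10 and Kcnip4, auxiliary subunits of potassium channels (-3.74 ± 0.58 and -3.25 ± 0.58), the potassium channel Kcnh7 (-3.48 ± 0.55) and the sodium channel Scn11a (-3.44 ± 0.71). Chrnb3 (-3.43 ± 0.62), the phospholipase Plcd4 (-3.35 ± 0.54), the peptide somatostatin, Sst (-3.22 ± 0.37), the receptor Mrgprb4 (-3.15 ± 0.36), Htr3b (-3.15 ± 0.51) and Sptlc3 (-3.14 ± 0.35) followed.

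**Figure D1:**
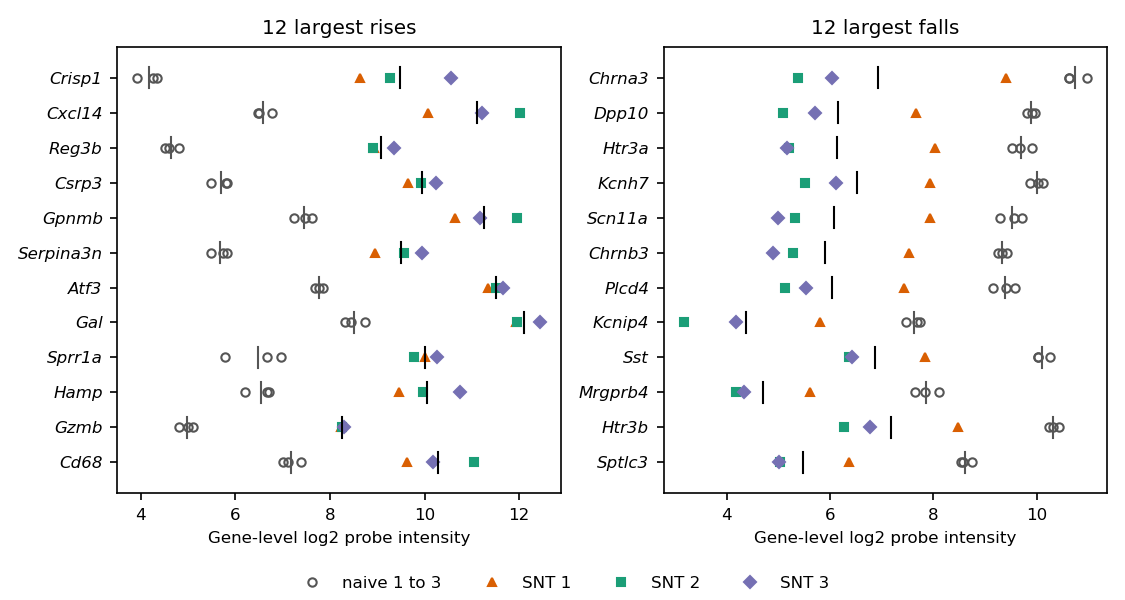
Gene-level log2 expression (horizontal axes) of the 12 genes with the largest rise and the 12 with the largest fall, with 1 point per array, grey bars for naive means and black bars for SNT means. Among the 12 falls SNT 1 lay nearest to the naive arrays of the 3 SNT arrays, as in Chrna3, where SNT 1 stood at -1.34 and SNT 2 at -5.36 from the naive mean.

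Of 13378 genes, 4851 (36.3%) passed a false discovery rate of 0.1, 1731 higher and 3120 lower in SNT. Over 2-fold, 311 genes were higher and 528 lower. Over 4-fold, 44 were higher and 84 lower, and over 8-fold, 15 and 16. The median absolute log2 fold change of the changed genes was 0.57. In 6112 genes (45.7%) the groups did not overlap, where chance gives 10%. The split into higher and lower depended on the scaling: 35.7% of changed genes were higher in the deposited values, 46.1% after cyclic loess (2380 higher, 2784 lower) and 56.2% after each array was centred on its median (3074 higher, 2397 lower). Centring moved the median change of all genes from -0.02 to 0.09, so modest changes are relative to the scaling used. The count of changed genes dropped to 2735 without naive 1 (760 higher, 1975 lower), and to 2887 without naive 2 (783 and 2104), while 5864 genes passed without SNT 1 (2629 and 3235). It was 995 higher and 2273 lower without naive 3, 1087 and 2687 without SNT 2, and 1094 and 2865 without SNT 3. With the most variable probe set of each gene 722 were higher and 2248 lower.

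At the level of single probe sets, 36017 (15.9%) passed the same threshold, 11699 higher and 24318 lower. After centring, 50.5% of changed probe sets were higher, against 32.5% in the deposited values and 42.0% after cyclic loess. The count was 13163 without naive 1, 13176 without naive 2 and 18067 without naive 3, and 48050 without SNT 1. It was 24228 without SNT 2 and 32395 without SNT 3. Without SNT 1 20650 probe sets were higher, and with any other array left out 3474 to 8835.

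All 28 measured genes of the injury and regeneration list rose. They included Reg3b, Csrp3, Atf3 and Sprr1a at the values above, and their median log2 fold change was 1.35. The list stood apart from other genes (camera adjusted p = 2.12e-21), but with adjusted p = 0.296 with an estimated correlation. All 28 rose when adjusted over the list alone. The median change was 1.05 on SNT 1, 1.51 on SNT 2 and 1.67 on SNT 3. Without SNT 1 all 28 still passed, but 24 to 25 with any 1 other array left out.

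Neuropeptides went both ways. Of 18 measured, 7 rose, 7 fell and 4 did not pass, and adjusted over the list alone 7 rose and 9 fell. The rises were galanin (Gal, 3.60 ± 0.18), neuropeptide Y (Npy, 2.93 ± 0.40), vasoactive intestinal peptide (Vip, 2.84 ± 0.21), Ucn2 (2.50), Ucn (1.33), Vgf (1.33) and Cck (0.85). The falls were Sst (-3.22 ± 0.37), Calcb (-2.02), Tac1 (-1.99), Calca (-1.43), Penk (-1.42), Nppb (-1.22) and Nmu (-0.43), among which Tac1 encodes substance P and Calca and Calcb encode calcitonin gene-related peptides. Vip was at 5.38 with its most variable probe set. As a whole the list did not pass (camera adjusted p = 0.527), since its median was -0.18 and its mean 0.15. By fry it did pass, upwards (adjusted p = 0.0298). Median changes were 0.02, -0.27 and -0.36 on SNT 1, SNT 2 and SNT 3, and without SNT 1 the list counted 7 rises and 8 falls.

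Markers of nociceptors, the neurones that sense noxious stimuli, fell together. Of 22 measured, 17 fell, 1 rose and 4 did not pass, with a median log2 fold change of -1.71. The sodium channels Scn11a (-3.44 ± 0.71) and Scn10a (-2.78 ± 0.61) were among the falls, with Htr3a and Chrna3 at the values above. The exception was Gfra3, a coreceptor for artemin, at 0.56. Camera gave an adjusted p of 5.48e-06, and adjusted p = 0.364 with an estimated correlation. In this list 19 fell and 1 rose when adjusted over the list alone. Of these markers 17 fell without SNT 1, and 13 to 17 with any 1 other array left out. Their median was -1.04 on SNT 1, -2.12 on SNT 2 and -1.88 on SNT 3. The Macrophage list rose on the same arrays, with medians of 0.93, 2.08 and 1.54.

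Markers of large-diameter neurones fell as well, in 14 of 15 measured genes, with a median of -1.26. Scn1a was 6.04-fold lower (-2.60 ± 0.31), Scn8a 4.34-fold (-2.12 ± 0.30), Kcns1 4.07-fold (-2.03 ± 0.23) and parvalbumin, Pvalb, 3.24-fold (-1.70 ± 0.24). Their most variable probe sets gave -3.26 for Scn8a, -4.24 for Kcns1 and -2.67 for Pvalb. Camera gave 3.38e-07, and adjusted p = 0.342 with an estimated correlation. The number of falls was 14 when adjusted over the list alone. Medians were -0.77, -1.59 and -1.35 on SNT 1, SNT 2 and SNT 3, and 14 fell without SNT 1.

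Among voltage-gated sodium channels, which carry the rising phase of the action potential, 8 of 11 fell and 1 rose, Scn3b at 0.52 (median -1.33, camera adjusted p = 0.00477, and adjusted p = 0.342 with an estimated correlation). When adjusted over the list alone, 8 fell and 2 rose, as they did after centring, but 0 rose without naive 1, without naive 3 or without SNT 3. Potassium and HCN channels fell in 27 of 32 genes, and 0 rose (median -1.16, camera adjusted p = 1.86e-10, and adjusted p = 0.342 with an estimated correlation). These included Kcnip3 (-2.48 ± 0.54), Kcnv1 (-2.44 ± 0.49), Kcns3 (-2.39 ± 0.42) and Kcnab1 (-2.37 ± 0.39), and 27 fell when adjusted over the list alone. Of 18 calcium channel genes, 12 fell, led by Cacng5 (-2.34 ± 0.37), Cacng2 (-2.29 ± 0.36) and Cacna2d3 (-1.79 ± 0.21). The exception was Cacna2d1, which encodes the alpha2delta subunit bound by gabapentin and rose 2.88-fold (1.53 ± 0.14, and 2.60 with its most variable probe set). That list had a median of -0.44 (camera adjusted p = 0.00466, and adjusted p = 0.539 with an estimated correlation), with 13 falls and 2 rises adjusted over the list alone, 10 falls and 2 rises after cyclic loess, 8 falls and 2 rises after centring, and 7 to 9 falls with any 1 array other than SNT 1 left out. Medians on SNT 1 were smaller than on SNT 2 and SNT 3 in all 3 lists: -0.87, -1.52 and -1.52 for sodium, -0.86, -1.52 and -1.33 for potassium, and -0.23, -0.56 and -0.45 for calcium channels. Without SNT 1, the falls counted 8, 27 and 12, and the rises in the sodium channel list 2.

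Receptors for GABA, glutamate and acetylcholine fell in 18 of 28 genes and rose in 3 (median -1.25). Chrnb3 (-3.43 ± 0.62), the kainate receptor subunit Grik1 (-2.78 ± 0.54) and Chrna6 (-2.62 ± 0.55) fell, while Gabra5 (1.01), Grin2b (0.81) and Grik2 (0.52) rose. Camera gave 6.35e-05, and adjusted p = 0.342 with an estimated correlation, with 19 falls and 3 rises adjusted over the list alone. Genes of synaptic vesicles and their release fell in 22 of 27 cases (median -0.84, camera adjusted p = 4.62e-07, and adjusted p = 0.414 with an estimated correlation). Sv2b (-1.76 ± 0.28), Rab3c (-1.72 ± 0.32), Rab3a (-1.53 ± 0.27) and Syt2 (-1.41 ± 0.23) led them, and Syt4 rose (0.51). Of the vesicle genes, 24 fell and 2 rose when adjusted over the list alone, and 2 rose after cyclic loess or centring. The receptor medians were -0.88, -1.33 and -1.23 and the vesicle medians -0.47, -1.14 and -0.90 on SNT 1, SNT 2 and SNT 3. Without SNT 1, 19 receptors and 24 vesicle genes fell, against 17 receptors and 17 to 20 vesicle genes with any 1 other array left out. By the most variable probe set Grik1 was at -4.25 and Sv2b at -3.09.

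Macrophage markers rose without exception, in 22 of 22 genes, with a median of 1.49. Gpnmb rose 14.1-fold (3.82 ± 0.31), Cd68 8.63-fold (3.11 ± 0.33), the lectin receptor Clec7a 6.73-fold (2.75 ± 0.41) and the perforin-like Mpeg1 6.64-fold (2.73 ± 0.30). Camera gave 8.64e-14, and adjusted p = 0.342 with an estimated correlation. The same 22 rose when adjusted over the list alone. Medians were 0.93, 2.08 and 1.54 on SNT 1, SNT 2 and SNT 3. Without SNT 1 22 rose, but 16 to 20 with any 1 other array left out. Complement genes rose in 10 of 10 cases (median 1.46, camera adjusted p = 2.45e-08, and adjusted p = 0.342 with an estimated correlation), among them the C1q chains C1qb (2.33 ± 0.23), C1qa (2.26 ± 0.21) and C1qc (2.07 ± 0.29). Their medians were 0.84, 1.67 and 1.68, and 10 rose adjusted over the list alone and without SNT 1. MHC class II genes, which present antigen to helper T cells, rose in 8 of 8 cases (median 1.24, camera adjusted p = 1.18e-07, and adjusted p = 0.296 with an estimated correlation). RT1-Da rose 3.78-fold (1.92 ± 0.18), RT1-Bb 3.27-fold (1.71 ± 0.16), RT1-Ba 3.06-fold (1.61 ± 0.19) and the invariant chain Cd74 2.47-fold (1.31 ± 0.14), and 8 rose adjusted over the list alone. Their medians were 1.15, 1.41 and 1.17, and 7 rose without SNT 1.

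T and natural killer cell genes rose in 10 of 18 cases, and 8 did not pass (median 0.43, camera adjusted p = 8.65e-07, and adjusted p = 0.342 with an estimated correlation). Gzmb rose 9.75-fold (3.29 ± 0.10), the coreceptor Cd8a 5.18-fold (2.37 ± 0.36) and the receptor Klrk1 2.90-fold (1.54 ± 0.35), and 13 rose adjusted over the list alone. Medians were 0.23, 0.69 and 0.36, and 12 rose without SNT 1 but 4 without naive 1 or without naive 2 and 5 without naive 3. Klrk1 did not pass with its most variable probe set (adjusted p = 0.107). Chemokines and cytokines rose in 18 of 29 cases (median 0.75, camera adjusted p = 2.41e-08, and adjusted p = 0.296 with an estimated correlation), with Cxcl14, Il24 (2.79 ± 0.15), Cxcl9 (2.07 ± 0.34) and Il6 (2.03 ± 0.22) in the lead and Cxcl12 lower (-0.28), though 0 fell after centring, without naive 1 or without naive 3. Adjusted over the list alone, 20 rose and 1 fell, the medians were 0.38, 1.03 and 0.93, and 20 rose without SNT 1 but 11 without naive 3. Il24 was at 4.44 and Il6 at 3.49 with the most variable probe set. Markers of B and plasma cells did not pass as a list (5 measured, median -0.57, camera adjusted p = 0.393). Cd79b was at -0.64 ± 0.34 and Pou2af1 at -0.62 ± 0.26 (adjusted p = 0.203 and 0.118), Ms4a1 fell (-0.57), and 1 fell adjusted over the list alone but 0 without naive 3 or without SNT 3. Cd79b passed with its most variable probe set (-2.21, adjusted p = 0.0322) and was at -0.14 without naive 3. Pou2af1 was at -0.28 without naive 3, -0.37 without SNT 3 and -0.24 over probe sets above background, and passed with the mean of its probe sets (adjusted p = 0.0965). Of 14 neutrophil and mast cell genes, 2 rose and 3 fell, also adjusted over the list alone (median 0.01, mean -0.23, camera adjusted p = 0.761). Csf3r (0.62 ± 0.16) and Hdc (0.45 ± 0.14) rose, and the granule proteins Ngp (-1.63 ± 0.54) and Camp (-1.14 ± 0.41) and the receptor Kit (-0.63 ± 0.16) fell. After centring 4 rose and 2 fell. No gene that rose in that list passed without naive 1 or without naive 2, nor did any fall pass without naive 2 or without SNT 3. Without naive 3 or without SNT 2 1 rose and 1 fell, and without SNT 3 1 rose. By the most variable probe set Ngp, Camp and Kit did not pass (adjusted p = 0.201, 0.119 and 0.215), and Csf3r was at 1.53.

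**Figure D2:**
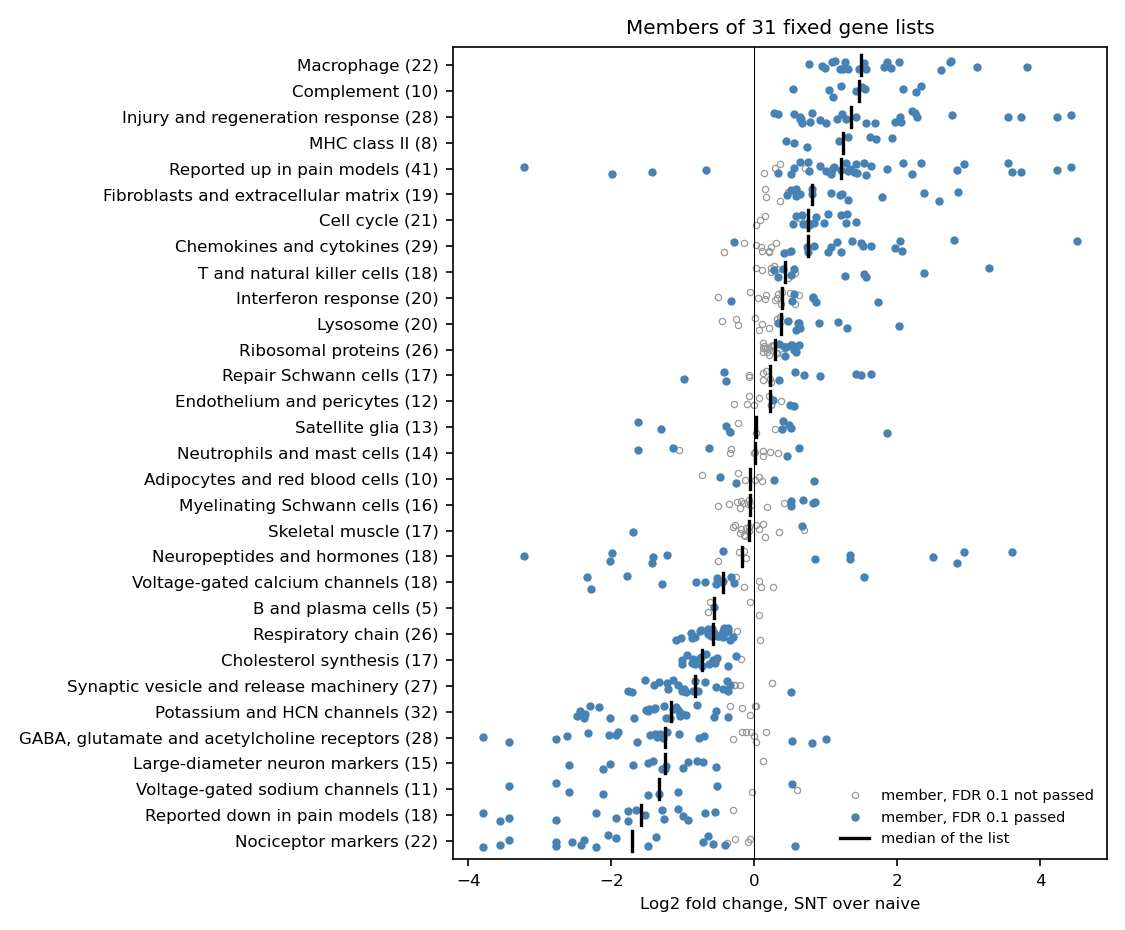
Log2 fold change of SNT over naive (horizontal axis) for each measured member of the 31 gene lists (points, filled where the gene passed), with the list median as a bar. All 28 injury genes and all 22 macrophage genes lay above 0, and 24 of 26 respiratory chain genes fell.

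Genes of satellite glia, which wrap the neuronal cell bodies, went both ways. Among 13 measured, 5 rose and 4 fell (camera adjusted p = 0.549, median 0.02, mean -0.02). The intermediate filament Gfap rose 3.62-fold (1.86 ± 0.26) and the transcription factor Sox10 rose by 0.51 ± 0.11, as did Lgi4 (0.49), the connexin Gja1 (0.40) and vimentin, Vim (0.38), while the potassium channel Kcnj3 (-1.62 ± 0.27), the lipid-binding Fabp7 (-1.31 ± 0.19), S100b (-0.40) and Slc1a3 (-0.34) fell. Adjusted over the list alone, 6 rose and 6 fell, and 2 fell without naive 1 and 3 rose without naive 2. Genes of myelinating Schwann cells rose in 5 of 16 cases, also adjusted over the list alone, and 0 fell (camera adjusted p = 0.26). Those that rose were Gldn (0.85 ± 0.25), Egr2 (0.83 ± 0.31), Mag (0.68 ± 0.18), Sox10 and Cnp (0.51 ± 0.16). The list median was -0.06 in the deposited values, 0.01 after cyclic loess and 0.05 after centring, with a mean of 0.13. Only 1 gene rose without naive 1, without naive 2 or without SNT 2, and 2 rose without SNT 3, while 2 fell without naive 2 and 1 without SNT 3. Sox10, Egr2 and Mag did not pass with the most variable probe set (adjusted p = 0.229, 0.126 and 0.156).

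Genes of repair Schwann cells, the state that glia take after nerve injury, rose in 7 of 17 cases and fell in 3, also adjusted over the list alone (median 0.22, camera adjusted p = 0.0125, and adjusted p = 0.296 with an estimated correlation). Jun rose 2.67-fold (1.42 ± 0.15) and Runx2 2.82-fold (adjusted p = 0.00525). Jun and Gap43 also stand in the injury list, and arrays of whole ganglia do not tell whether glia or neurones raised them. The adhesion molecules Cadm1 (-0.98 ± 0.21) and Cdh2 (-0.40) and the neurotrophin receptor Ngfr (-0.43) fell. Medians were 0.10, 0.20 and 0.26 on SNT 1, SNT 2 and SNT 3, with 8 rises and 3 falls without SNT 1 and 4 rises without naive 2. Cadm1 was at -1.94 by its most variable probe set. With the most variable probe set of each gene the list no longer passed (adjusted p = 0.0839).

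Genes of fibroblasts and extracellular matrix rose in 15 of 19 cases, and 0 fell (median 0.80, camera adjusted p = 1.44e-09, and adjusted p = 0.342 with an estimated correlation). The collagen-associated Cthrc1 rose 7.18-fold (2.84 ± 0.35), thrombospondin Thbs2 5.97-fold (2.58 ± 0.32), periostin, Postn, 5.16-fold (2.37 ± 0.37) and fibronectin, Fn1, 3.44-fold (1.78 ± 0.25). In that list 17 rose when adjusted over the list alone. Medians were 0.50, 0.85 and 0.90. Without SNT 1 17 rose, but 11 to 15 with any 1 other array left out. Genes of endothelium and pericytes did not pass as a list (12 measured, 3 rose, median 0.22, camera adjusted p = 0.065), and 2 rose adjusted over the list alone, 5 after cyclic loess and 7 after centring. Those 3 were Pdgfrb (0.55 ± 0.16), Tie1 (0.49 ± 0.16) and Cspg4 (0.26 ± 0.10), none of which passed in every fit with 1 array left out (adjusted p up to 0.168, 0.230 and 0.246). That list passed after cyclic loess (adjusted p = 0.0311), without naive 1 (0.0412), without naive 3 (0.0331) and without SNT 1 (0.0268), where 5 genes rose. No gene rose without naive 1, without naive 2 or without SNT 3, and 1 rose without naive 3 or without SNT 2. None of the 3 passed with the most variable probe set (adjusted p = 0.283, 0.545 and 0.511).

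Genes of skeletal muscle, a tissue that lies near the ganglion, did not pass as a list (17 measured, 1 rose, 1 fell, median -0.08, 0.02 after centring, camera adjusted p = 0.765). Pvalb fell (-1.70 ± 0.24), which large-diameter neurones also express, and desmin, Des, rose (0.67 ± 0.20) but lost its call without SNT 2 or any 1 naive array (adjusted p up to 0.177), as it did with its most variable probe set (adjusted p = 0.101). When adjusted over the list alone, 1 fell. Medians were -0.33 and -0.30 on SNT 1 and SNT 2 and 0.51 on SNT 3. Camera's direction for the list was up with all arrays, although the median was below 0. Without SNT 3 it was down, the list passed (camera adjusted p = 0.0474) and 8 genes fell. Genes of adipocytes and red blood cells did not pass either (10 measured, 2 rose, 2 fell, median -0.06, 0.05 after centring, camera adjusted p = 0.771), with Cidec (0.83 ± 0.09) and Plin1 (0.27 ± 0.10) higher and Epb42 (-0.48 ± 0.15) and Lipe (-0.26 ± 0.09) lower. Plin1 lost its call when any 1 array other than SNT 3 was left out (adjusted p up to 0.336). Lipe was at 0.34 with its most variable probe set and Cidec at 1.64, and Plin1 and Epb42 did not pass with theirs (adjusted p = 0.678 and 0.570). Adjusted over the list alone 2 rose and 3 fell, and 1 fell after cyclic loess or centring. Without any 1 naive array or without SNT 2 1 rose and 0 fell, without SNT 1 1 rose and 1 fell, and without SNT 3 2 rose and 3 fell.

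**Figure D3:**
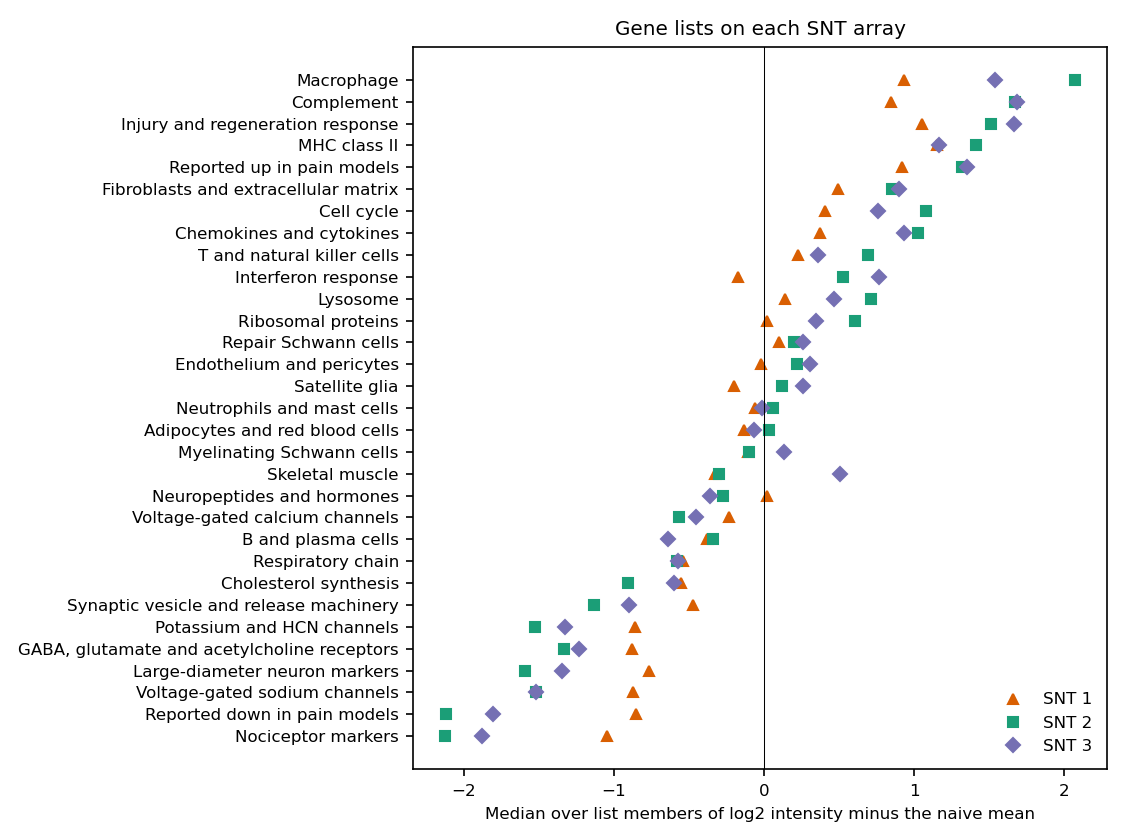
Median log2 difference from the naive mean (horizontal axis) over the members of each gene list on SNT 1 (triangles), SNT 2 (squares) and SNT 3 (diamonds). The Injury list was at 1.05, 1.51 and 1.67 and the Macrophage list at 0.93, 2.08 and 1.54 on SNT 1, SNT 2 and SNT 3.

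Genes of the mitochondrial respiratory chain and of cholesterol synthesis fell. Of 26 respiratory chain genes 24 fell (median -0.58, camera adjusted p = 2.81e-10, and adjusted p = 0.128 with an estimated correlation), including Ndufa5 (-1.10 ± 0.11), Ndufs1 (-1.03 ± 0.11), Atp5po (-0.88 ± 0.10) and cytochrome c, Cycs (-0.87 ± 0.08). There were 25 falls when adjusted over the list alone, and the medians were nearly alike on SNT 1, SNT 2 and SNT 3 at -0.54, -0.58 and -0.57. Without SNT 1 25 genes fell, and 19 to 24 with any 1 other array left out. Ndufs1 was at -2.27 and Atp5po at -1.45 with the most variable probe set. Of 17 cholesterol synthesis genes 16 fell (median -0.73, camera adjusted p = 3.39e-07, and adjusted p = 0.342 with an estimated correlation), among them Cyp51 (-1.01 ± 0.13), Sqle (-1.01 ± 0.12), Idi1 (-0.94 ± 0.16) and Insig1 (-0.88 ± 0.17). All 17 fell when adjusted over the list alone, with medians of -0.55, -0.90 and -0.60, 15 falls without SNT 1 and 10 without naive 1. By the most variable probe set Cyp51 was at -1.80 and Sqle at -1.72.

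Cell cycle genes rose in 16 of 21 cases, and 0 fell (median 0.75, camera adjusted p = 6.39e-08, and adjusted p = 0.379 with an estimated correlation). Cdc20, an activator of the anaphase-promoting complex, rose 2.32-fold (1.21 ± 0.21), and 18 genes rose adjusted over the list alone. Cdk1 (1.42 ± 0.36), Top2a (1.30 ± 0.31) and Mki67 (1.28 ± 0.37) rose too, but each lost its call in 3 or 4 fits with 1 array left out (adjusted p up to 0.131, 0.112 and 0.191), and Top2a was at 2.61 and Mki67 at 1.97 with the most variable probe set. Medians were 0.41, 1.08 and 0.76 on SNT 1, SNT 2 and SNT 3. Without SNT 1 18 genes rose, but 3 without naive 1, 4 without naive 2, 10 without SNT 2 and 7 without SNT 3. By fry the list did not pass (adjusted p = 0.0524).

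Interferon response genes rose in 6 of 20 cases and Ifi27 fell (-0.33), also adjusted over the list alone (median 0.38, camera adjusted p = 0.00324, and adjusted p = 0.539 with an estimated correlation). Gbp2 rose 3.33-fold (1.74 ± 0.29) and the proteasome subunit Psmb9 1.76-fold (0.81 ± 0.15), though Psmb9 did not pass with its most variable probe set (adjusted p = 0.209). The medians were -0.17, 0.53 and 0.76 on SNT 1, SNT 2 and SNT 3. Without SNT 1 13 genes rose, but 3 without naive 1 or naive 3 and 2 without naive 2 or SNT 2, and without SNT 3 2 genes fell and the list missed the threshold (adjusted p = 0.0502). It missed it by fry too (adjusted p = 0.283), and 0 genes fell after cyclic loess or centring or without any 1 naive array.

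Lysosomal genes rose in 10 of 20 cases (median 0.37, camera adjusted p = 0.000348, and adjusted p = 0.539 with an estimated correlation), with cathepsin S, Ctss, 4.07-fold (2.02 ± 0.28) and progranulin, Grn, 2.46-fold higher (1.30 ± 0.19). Adjusted over the list alone 11 rose and 2 fell, with medians of 0.14, 0.72 and 0.47 and 14 rises without SNT 1. Each other array left out gave 3 to 5 rises, with 1 fall without SNT 2, and fry gave an adjusted p of 0.146. Ctss also stands in the Macrophage list, whose medians on SNT 1, SNT 2 and SNT 3 were 0.93, 2.08 and 1.54. Ribosomal protein genes rose in 9 of 26 cases (median 0.29, camera adjusted p = 6.15e-06, and adjusted p = 0.511 with an estimated correlation), including Rps2 (0.55 ± 0.12) and Rpl18 (0.53 ± 0.10), and 10 rose adjusted over the list alone. After cyclic loess 12 rose, and 19 after centring. Their medians were 0.02, 0.60 and 0.35, and 24 rose without SNT 1 against 3 to 5 with any other array left out. Fry gave an adjusted p of 0.135. Neither Rps2 (0.35, adjusted p = 0.587) nor Rpl18 (0.84, adjusted p = 0.131) passed with its most variable probe set.

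Genes that other studies of pain models had reported as raised in ganglia or spinal cord mostly rose here. Of 41 measured, 33 rose, 4 fell and 4 did not pass (median 1.21, camera adjusted p = 6.75e-17, and adjusted p = 0.296 with an estimated correlation). Those that fell were Sst, Tac1, Calca and the sodium pump subunit Atp1b3 (-0.68), and the 4 that did not pass were Apoe, Coro1a, Ctsd and Egr1. Of 18 genes reported as lowered, 17 fell (median -1.59, camera adjusted p = 9.72e-08, and adjusted p = 0.38 with an estimated correlation), and Gabbr1 did not pass (-0.29). Adjusted over the list alone, 36 rose and 4 fell in the first list and 18 fell in the second. These lists share 31 and 15 genes with the lists above, and the study quotes them from a meta-analysis of other studies. Without SNT 1, 36 rose and 4 fell in the first and 18 fell in the second. With any 1 other array left out, 27 to 29 rose in the first and 15 fell in the second.

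In all, 23 of the 31 lists passed, 13 up and 10 down. With an estimated correlation camera called 0 lists (lowest adjusted p = 0.128, and 5 lists at an unadjusted p under 0.05), and fry called 20.

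Because the values are per exon, genes whose probe sets changed unequally could be sought. Nrg1, which encodes a growth factor for Schwann cells, had 17 of 23 tested probe sets lower and 2 higher, from -2.29 ± 0.33 to 1.02 ± 0.17, and fell as a gene (-1.43 ± 0.20). The cytoskeletal linkers Dst and Plec did not pass as genes (-0.05 ± 0.09 and 0.04 ± 0.10). Of 124 tested Dst probe sets, from -0.87 ± 0.33 to 0.91 ± 0.21, 5 were higher, 5 were lower and the rest did not pass. Of 66 tested Plec sets, from -1.58 ± 0.25 to 1.38 ± 0.20, 3 were higher, 1 was lower and the rest did not pass. The lowest Dst probe set did not pass (limma adjusted p = 0.149), and the lowest that passed was at -0.80. Slc30a9, a zinc transporter, held 12 lower probe sets of 21, from -2.52 ± 0.38 to 0.26 ± 0.17, and fell by 0.57 as a gene. The most variable probe set of each gave -2.27 for Nrg1, -0.87 for Dst, -1.58 for Plec and -2.52 for Slc30a9.

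Of 10741 genes tested, 2095 (19.5%) passed the F test, of which 1497 were also changed as genes and 598 were not. In the simulated data this test made as many false calls (89) as true ones, so the share of false calls here may exceed 0.1. In 69 genes probe sets passed in both directions. Rims1, of the presynaptic active zone, held 25 lower sets of 36 (-2.29 ± 0.21 to 0.17 ± 0.18). The nuclear envelope protein Syne1 had 43 lower sets of 85 (-2.56 ± 0.24 to 0.05 ± 0.17), and the G protein regulator Rgs3 had 16 of 30 (-2.33 ± 0.24 to 0.41 ± 0.20). Tns1 had 19 lower sets of 43 (-1.81 ± 0.27 to -0.19 ± 0.19) and Sbno2 had 27 higher sets of 39 (-0.04 ± 0.17 to 1.81 ± 0.16). In Rtn3, a reticulon, 5 of 15 sets were lower (-1.81 ± 0.23 to -0.14 ± 0.17), and its change as a gene (-0.38 ± 0.09) lost its call without naive 1 (adjusted p = 0.116). The most variable probe set gave -2.29 for Rims1, -2.56 for Syne1, -2.33 for Rgs3, -1.81 for both Tns1 and Rtn3, and 1.81 for Sbno2, and the mean of probe sets gave -0.63 for Rtn3. The adjusted F test p of these 10 genes lay between 6.21e-28 and 1.77e-10. The number of genes that passed dropped to 509 without naive 1, 694 without naive 2 and 754 without naive 3, and was 3190 without SNT 3. A probe set can also differ from its neighbours because of its own hybridisation, which the arrays do not separate from splicing.

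**Figure D4:**
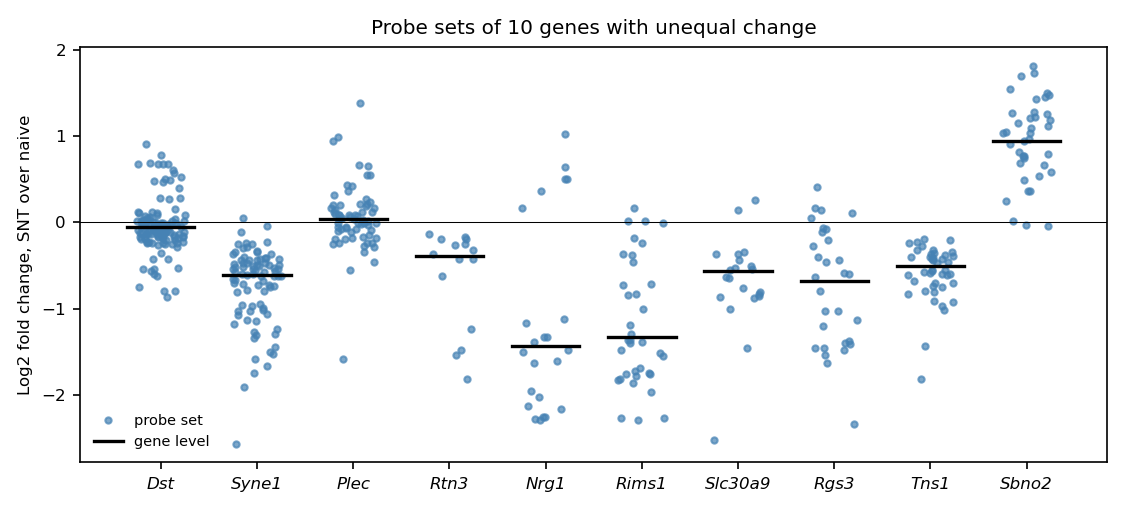
Log2 fold change of SNT over naive (vertical axis) for each tested probe set (points) of the 10 named genes, with the gene-level change as a black bar. In Dst the 124 probe sets lay on both sides of 0, but only 5 passed as higher and 5 as lower, and in Syne1 43 of 85 were lower.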

Values the study reported

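With the exon arrays, the study reported a 13.7-fold rise of Atf3 after SNT, a 13.5-fold rise of galanin (Gal) and a 20.1-fold rise of Reg3b. Csrp3 was given as 22.6-fold higher and Sprr1a as 57.9-fold higher. Gpnmb was listed at 14.3-fold, Npy at 7.8-fold, Gfap at 3.8-fold and Cacna2d1 at 3.0-fold. Among genes that fell, the ratio of SNT to naive was reported as 0.1 for both Chrna3 and Sst. The study's methods applied a false discovery rate of 0.1. RNA integrity numbers of the samples were given as between 8.5 and 9.3.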

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

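All leave-one-out fits, thresholds, filters, scalings and summaries of the planned list were run, and the alternatives added after the data had been seen were gene lists after median centring and list counts without SNT 1. The count of named genes moved by over 1.5 times was chosen after the result was seen, as were the tests listed at the start of the next part. Of 124 named genes, 120 were called, and 93 of these passed in all 6 fits with 1 array left out while 27 lost the call in at least 1. At a false discovery rate of 0.01, 37 of the named calls were lost, with the ordinary t 19, and with cyclic loess 1. Signal over background limits the folds of genes whose level in 1 group lay under the background level of 5.11, such as Crisp1 in naive ganglia (4.18). The cause of the following shifts was not tested, except that stricter thresholds leave fewer calls and the most variable probe set favours larger changes, by construction. Leaving out 1 array gave fewer or more calls depending on the array.

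The number of changed probe sets (36017) was 21521 at a false discovery rate of 0.05, 3460 at 0.01 and 19104 with the ordinary t, and ran from 13163 to 48050 with 1 array left out. The number of changed genes (4851) was 1779 at 0.01 and 2970 with the most variable probe set of each gene, and ran from 2735 to 5864, of which 2706 without naive 1 and 4510 without SNT 1 were genes called with all arrays. The number of genes with unequal probe sets (2095) was 921 at 0.01 and ran from 509 to 3190. With the most variable probe set, Lipe (0.34) and Plec (-1.58) reversed, and the log2 change of 40 of the 124 named genes moved by over 1.5 times, in 39 to a larger change.

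Camera with an estimated correlation called 0 of the 23 lists. Adjusted p was then 0.296 for Injury, MHC class II, Chemokines, Repair Schwann cells and Reported up, and 0.342 for Large-diameter neurones, Sodium channels, Potassium and HCN channels, Receptors, Macrophage, Complement, T and natural killer cells, Fibroblasts and Cholesterol synthesis. It was 0.364 for Nociceptors, 0.414 for Synaptic vesicles, 0.379 for Cell cycle, 0.539 for Calcium channels, Interferon and Lysosome, 0.128 for the Respiratory chain, 0.511 for Ribosomal proteins and 0.38 for Reported down. By fry, Cell cycle (0.0524), Interferon (0.283), Lysosome (0.146) and Ribosomal proteins (0.135) were not called and Neuropeptides (0.0298) were. Endothelium passed after cyclic loess (0.0311), and Repair Schwann cells missed with the most variable probe set (0.0839). With 1 array left out, Endothelium ranged from 0.0268 without SNT 1 to 0.174 without SNT 3, and Interferon from 4.06e-05 without SNT 1 to 0.0502 without SNT 3, where it missed. Skeletal muscle ranged from 0.0474 without SNT 3, where camera's direction changed from up to down, to 0.805 without naive 3.

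The replicate numbers did not pair the arrays: deviations of same-numbered arrays from their group means correlated at -0.092, -0.062 and 0.001. With the number as a replicate block, 25219 probe sets, 4072 genes, 23 lists and 1469 genes with unequal probe sets passed, and no list call changed. No array's deviations correlated best with those of the array of its own number.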

Other observations

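The tests chosen only after the result was seen were the receptor and enzyme families, the share of change on SNT 1 for all genes and for lists other than Injury and Macrophage, the correlations by direction and on naive levels, and the share of unequal genes still called after cyclic loess. Among 13 serotonin receptor genes 9 fell and 2 rose: Htr1d, a target of triptans, fell by 3.12 ± 0.61 (SE, n = 3 arrays per group, limma adjusted p = 0.00993) and Htr2b rose by 3.05 ± 0.39. Among 11 Mrgpr receptors, which mark subsets of nociceptors, 6 fell and 2 rose, with Mrgprx1 at -3.41 ± 0.50 and Mrgprx3 at -1.86 ± 0.24. Of 21 Trp channels 7 fell and 1 rose (median -0.08, 0.03 after centring), and the irritant receptor Trpa1 (-2.43 ± 0.42), the capsaicin receptor Trpv1 (-2.04 ± 0.37) and the cold receptor Trpm8 (-1.38 ± 0.21) led the falls. Without naive 1 or without SNT 3 7 serotonin receptors passed in all, and without naive 2 5 Mrgpr receptors. Of 7 P2x receptors for ATP 3 rose and 3 fell, with P2rx7 at 1.53 ± 0.26 and P2rx6 at -1.76 ± 0.27. The rises of P2rx1 (0.33) and P2rx4 (0.66) lost the call in at least 1 fit with 1 array left out (limma adjusted p up to 0.263 and 0.168). Only 4 P2x receptors passed in all without any 1 naive array or without SNT 3. Of 4 opioid receptor genes 3 fell, including the mu receptor Oprm1 (-2.39 ± 0.46) and the nociceptin receptor Oprl1 (-1.32 ± 0.27).

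Matrix metalloproteinases rose in 8 of 19 cases and fell in 1, with Mmp12 at 3.05 ± 0.66 and Mmp19 at 1.87 ± 0.25. After centring, 12 rose and 1 fell. Olfactory receptors, dim on these arrays with a median log2 level of 3.60, passed in 9.64% of 1100 genes, with 82 higher and 24 lower, with 182 higher and 12 lower after centring, and with 52 in all without naive 1, 53 without naive 2 and 55 without naive 3. Probe sets without a gene symbol (60049) passed in 9.24% of cases against 18.4% of those with 1 symbol, and 602 rose and 2050 fell by over 2-fold. Muscle genes were high on SNT 3, where Myl1 lay 1.71 above the naive mean against -1.45 on SNT 1 and -1.14 on SNT 2, and Mb 1.96 against 0.14 and -0.01. The log2 change of Sprr1a rested on 3 probe sets and was 3.55 by median polish and 7.42 with the most variable of them, so its size depended on how they were combined. The fold of Sprr1a here was 11.7. That is lower than the value quoted from the study above.

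The Macrophage, Complement, MHC class II, T cell and Chemokine lists rose and the nociceptor, large-diameter neurone, ion channel, receptor and synaptic vesicle lists fell, and a lower share of neuronal RNA in the SNT samples could give both. The lists of B cells, neutrophils and neuropeptides did not pass. If it were the whole cause, the markers of every other cell type would rise alike. The Macrophage median (1.49) exceeded the pooled median of 28 genes of myelinating Schwann cells and endothelium (0.12) by 1.37 (bootstrap SE over genes 0.239). That SE treats correlated genes as independent and does not measure differences between pools. On SNT 1, SNT 2 and SNT 3 the Macrophage median was 0.93, 2.08 and 1.54. The medians were -0.11, -0.10 and 0.13 for myelinating Schwann cells and -0.02, 0.22 and 0.31 for endothelium. Macrophage genes stood higher on each array, which argues against an equal dilution as the whole cause in these pools. That reading takes the Schwann cell and endothelium genes as otherwise unchanged, which was not tested. A lower neuronal share as part of the cause stays open. So does a change in macrophages themselves, in number or state, and so does SNT itself, the difference between the groups.

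SNT 1 lay nearer to the naive arrays than SNT 2 and SNT 3, and no biological explanation was tested, since the labels name no difference between the pools, so the 2 tests here were technical. After cyclic loess the mean absolute deviation of SNT 1 from the SNT mean still exceeded that of the larger of the other arrays by 0.0225 log2 units (0.0240 before). Loess thus hardly changed how far SNT 1 stood from the other SNT arrays. Nearness to the naive arrays was not measured after loess, so the test cannot decide whether scaling caused it. Uninjured RNA mixed into SNT 1 would leave 1 constant share of each change on the linear scale. The share was therefore taken on linear values, in genes over 2-fold higher on both SNT 2 and SNT 3. SNT 1 held 65.9% of the change of 18 injury genes and 38.7% of that of 21 macrophage genes, a difference of 27.2 percentage points (bootstrap SE over genes 6.45). That SE treats genes as independent on 1 array, so it does not measure the error of the array or the pool. Over all genes that changed by over 2-fold on both SNT 2 and SNT 3, SNT 1 held 37.2% of the linear change of 380 genes that rose and 73.8% of that of 522 that fell, and in single lists 68.6% for nociceptor, 38.5% for fibroblast and 25.2% for cell cycle genes. An equal part of a log2 change is a larger linear share of a fall than of a rise. These shares therefore do not show that SNT 1 kept more of the log2 falls than of the log2 rises. On the log2 scale the nociceptor and Macrophage medians were -1.04 and 0.93 on SNT 1, against -2.12 and 2.08 on SNT 2. Differences between the pools of animals may remain as an explanation, as may RNA quality within the range of integrity quoted from the study above, and neither was tested here.

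Unequal probe sets could come from compressed changes of dim probe sets. That would give a positive correlation within genes between the level of a probe set and its change in the gene's direction, but the median Spearman correlation over 1959 genes was -0.268 (bootstrap interval -0.293 to -0.25). That level includes the change itself, which pushed it to 0.18 in genes that rose and -0.333 in genes that fell, and with levels from the naive arrays alone it was -0.143 (-0.168 to -0.125). After cyclic loess 96.8% of the called genes were still called. The deposited values had already been quantile normalised, so this argues only against scaling that remained after that step and that loess removes. Splicing, unequal saturation of bright probe sets and cross-hybridisation stay open.

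The 6 arrays can be split into groups of 3 in 10 ways, too few for a share under 0.05. In the real split 36017 probe sets, 4851 genes, 23 lists and 2095 genes with unequal probe sets passed, and the highest of the other splits gave 0, 0, 27 and 3. As large a result was given by 1 split for probe sets, 1 for genes, 3 for lists and 1 for unequal probe sets, the real one included. At an unadjusted limma p under 0.05 the real split gave 57859 probe sets and 5326 genes and the highest other split 10534 and 685. Each other split still sets 2 SNT arrays against 1, so it holds part of the difference. That part does not account for splits with more lists than the real one, which called 24 and 27 lists although 0 genes passed in them. The number of lists called at the preset correlation therefore does not set the real split apart.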
